A study of Mus musculus with 7 samples.

How the data were processed

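Open chromatin was measured by ATAC-seq, in which a transposase cuts and tags DNA that is not packed by nucleosomes, so that sequenced fragments pile up over accessible sites. Per the labels' protocols, the Omni-ATAC variant of the assay was used for all 7 mouse libraries. The labels give 5 groups. The ectoderm of the first pharyngeal arch, the embryonic tissue from which the jaws and the tooth epithelium form, was peeled off the underlying mesenchyme at embryonic day 11.5 after enzyme treatment (replicates 1 and 2). Sox2-positive cells of the postnatal day 2 lower incisor were sorted by fluorescence from the dissociated labial cervical loop, the epithelial pocket at the growing end of the tooth, per the labels in mice that carry a fluorescent reporter under the Sox2 promoter (replicates 1 and 2). The labels call them dental epithelial stem cells. The whole lower incisor, the whole lower first molar and the whole upper first molar at postnatal day 2 gave 1 library each. Groups and replicate numbers were taken from the sample titles.

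The deposited files are peak lists in the narrowPeak layout, 1 per library, so the deposited peaks were called per library. Whether the authors also made a pooled call is not stated. Peaks were called with Genrich, per the names the authors gave the deposited files. Its version and options, the read filters, the aligner, the shift of reads for the transposase offset, and the genome build are stated neither in the labels nor in the files. The deposited signal of a peak is, in this caller's standard output, its area under the curve of significance along the chromosome, and every listed signal was at least 200.0, the lowest in any library being 200.001. The deposited significance of a peak is a −log10 of its p-value, from 2.56 to 17.8 over all libraries. The deposited score followed from the signal divided by the width, up to a ceiling, and was not used. The deposited q-value field held −1 in every line and was not used. None of these values was normalized between libraries by anything the files show, so signal and −log10 p were used only to rank or choose peaks within a list. Peak lists hold no read counts. The sequencing depth of each library is therefore unknown, no count model could be applied, and the number of peaks in a list depends on depth as well as on chromatin.

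Peaks on chromosomes 1 to 19, X and Y entered the comparisons, and peaks on unplaced contigs were set aside. For each comparison the lists involved were merged into regions by joining peaks that share at least 1 bp, and a library counted as having a region if at least 1 bp of it lay under one of its peaks. A region belonged to a group with replicates only if both replicates had it, and was absent from a group only if no library of that group had it. Similarity of lists was measured with the Jaccard index, the base pairs shared by both lists divided by the base pairs in either. Chance overlap was estimated by shifting one list around each chromosome by random amounts, 100 times per pair. The gap between the mean index within groups and the mean index across groups was set against the other ways to split the 4 replicated libraries into pairs. There are 3 such splits, so the smallest one-sided exact p is 0.333 and the comparison cannot reach the usual threshold. No p-value was computed across regions, which are not replicates. Wilson 95% intervals on shares cover the counting of regions only.

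Because list lengths differed, the main results were computed again with the same number of peaks per library, the 38973 peaks on placed chromosomes of the shortest list, taken by the authors' p-value. Other alternatives took equal lengths by peak signal, kept the 50% of each list with the smallest p-values, required 50% of a region to be covered, replaced peaks by 200 bp windows around their summits, used autosomes only, or left out each replicate in turn. Gene-end windows of 500 bp and 2.5 kb, gene assignment within 25 kb and regions away from gene ends were tried as well. All of these, the gene lists and the rule for naming loci were fixed before the data were examined. The same-length lists were used for some further descriptions that were chosen later, and these are named where they occur.

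Genes came from a RefSeq table of the mouse assembly GRCm38.p6 with 21883 protein-coding genes. The table has no strand, so transcription start sites, which the plan called for, were replaced by either end of a gene. No genome build is named with the peaks. It was inferred by asking how many gene ends had any part of a peak within 1 kb. Between 31.2% and 39.1% did so in the 7 libraries with gene positions in place, against 7.61% to 13.0% with all positions moved by 10 or 50 kb. Chromosomes were compared only with the peaks of all libraries pooled and a move of 50 kb. Gene ends in place then had a peak more often on 21 of 21 chromosomes. Peak positions are printed as the lists give them, counted from 1, and are read as GRCm38 on this evidence. In the shares of peaks or regions near a gene end, a peak or region counted if its summit (for a region, its centre) lay within 1 kb of one. For single loci and for counts of listed genes, a gene had a gene-end peak if any part of a peak lay within 1 kb of either end. A region was assigned to the gene with the nearest end within 100 kb, which need not be the gene it acts on.

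Gene lists for 10 cell types or gene families were written beforehand, with 115 genes in all, and no gene was on 2 lists. They were named dental epithelial progenitor, enamel secretion, dental mesenchyme and odontoblast, embryonic facial ectoderm, general epithelium, blood and immune, endothelium, neural and Schwann, muscle, and Hox. For each list, the share of its group-only regions that were only in Sox2-positive cells was ranked among 10000 random gene lists of the same size, matched on the number of assigned regions. That percentile describes these libraries and is not a p-value. Loci to be described one by one were 14 genes named in advance, of which 1 is not reported here, plus the 5 regions per group-only set whose signal ranked highest in the lower-ranked of the 2 replicates. A planned count of sequence motifs in the group-only regions needs a genome sequence and was not made here.

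Analyses were run in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9. The interval code was tested on simulated data and against bedtools 2.31.1, with which its Jaccard index of 1 pair did not differ. In simulated lists for the comparison of Sox2-positive cells with ectoderm, planted regions were present in both libraries of one group and absent from the other. Correct code must recover all of these, and 100% were recovered in each direction out of 101719 merged regions. Other regions were lost at random from each library. Of these, 91 were called only in Sox2-positive cells and 72 only in ectoderm without having been planted. The simulated loss was far smaller than the difference between real replicates. Of the peaks of Sox2-positive replicate 1, 72.0% overlapped replicate 2. The counts of unplanted regions therefore do not estimate false calls in the real lists. A simulated gene list with planted regions ranked above all random lists, and 5% of 200 unchanged lists fell outside the central 95%.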

Results

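The 7 libraries surveyed open chromatin in 2 replicated groups, the ectoderm of the first pharyngeal arch at embryonic day 11.5 and Sox2-positive cells sorted from the lower incisor at postnatal day 2, and in whole incisor, lower molar and upper molar at postnatal day 2 with 1 library each. The whole-tooth libraries had no replicates, so differences that rest on one of them have no replicate check. The ectoderm lists held 82461 and 50792 peaks (mean 66626.5 ± 22393, SD, n = 2). The Sox2-positive lists held 42606 and 39017 peaks (mean 40811.5 ± 2538, SD, n = 2). Whole incisor had 63040 peaks, lower molar 70000 and upper molar 68307. Both ectoderm lists were longer than both Sox2-positive lists, and the difference of the means was little larger than the SD of the ectoderm replicates. Read depth behind these lists was unknown, and the main comparisons are therefore given for all deposited peaks and again for 38973 peaks per library.

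Peaks had median widths from 487 bp in the lower molar to 646 bp in ectoderm replicate 2. The lists covered 52.2 and 41.0 Mb of the genome in ectoderm, 29.6 and 27.1 Mb in Sox2-positive cells, 42.2 Mb in incisor, 44.4 Mb in lower molar and 44.8 Mb in upper molar. The share of peaks with a summit within 1 kb of either end of a protein-coding gene was 21.9% ± 5.97 in ectoderm and 28.4% ± 0.751 in Sox2-positive cells (SD, n = 2 each). It was 19.9% in incisor (Wilson 95% interval 19.6 to 20.2), 18.9% in lower molar (18.6 to 19.1) and 19.1% in upper molar (18.8 to 19.4). With 38973 peaks per library these shares drew together, to 30.1% ± 1.08 in ectoderm and 29.1% ± 0.249 in Sox2-positive cells (SD, n = 2 each), and to 27.0%, 27.3% and 27.3% in incisor, lower molar and upper molar.

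All 21 pairs of libraries shared far more peaks than shifted lists did. The share of peaks of one list that overlapped the other was 29.1% or more in each pair, and was at most 6.65% in any shifted list. The fold over the mean of the shifted lists ran from 11.8 to 33.1.

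The first comparison asked whether replicates resembled each other more than libraries of the other group. The Jaccard index was 0.640 between the ectoderm replicates and 0.563 between the Sox2-positive replicates. The 4 pairs across these groups had indices from 0.294 to 0.369, below both replicate pairs. The mean index within groups exceeded the mean across groups by 0.270. The other splits of the 4 libraries into pairs gave gaps of −0.136 and −0.134, so the split by group ranked first of 3, which is the smallest one-sided exact p that this design allows (0.333). The gap was 0.274 at equal list length. The setting that moved it most, windows around the summits, gave 0.212.

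Among the P2 libraries the index ran from 0.462 to 0.736, and every pair of a P2 library with an ectoderm library lay lower, between 0.294 and 0.390. The highest index of all was that of lower and upper molar, at 0.736 (0.749 at equal list length), above the ectoderm replicates (0.717 at equal list length). Incisor had an index of 0.598 with lower molar and 0.555 with upper molar (0.585 and 0.553 at equal list length). Sox2-positive replicate 2 had a higher index with whole incisor (0.553) than replicate 1 did (0.502). These values were 0.604 and 0.531 at equal list length, so that replicate 2 shared more with whole incisor than with its own replicate (0.565).

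**Figure D1:**
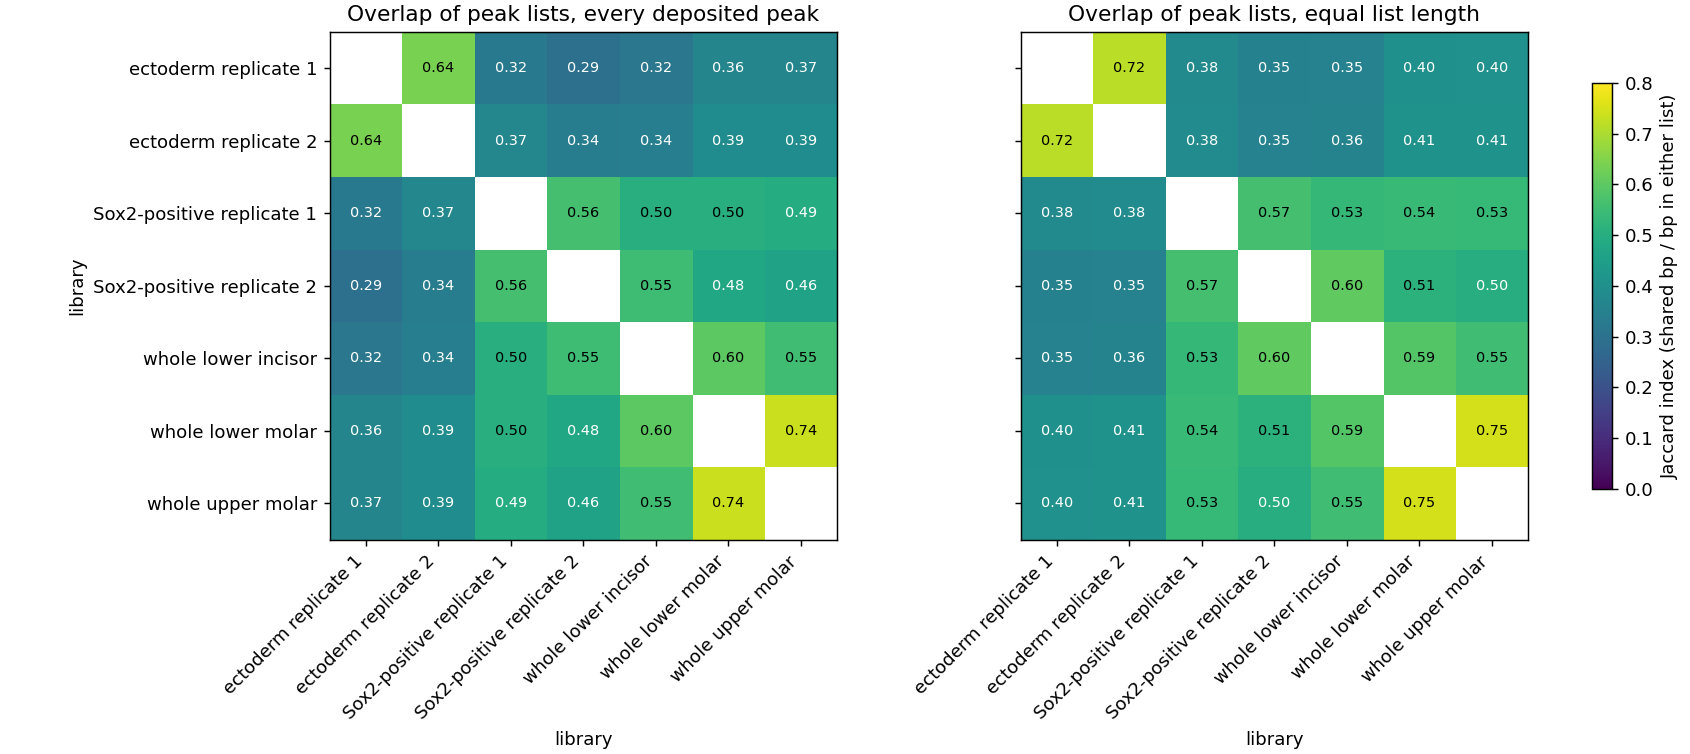
Jaccard index (shared base pairs divided by base pairs in either list, colour scale from 0 to 0.8) for each pair of the 7 libraries, with every deposited peak on the left and with 38973 peaks per library on the right. The ectoderm libraries share least with all P2 libraries (0.294 to 0.390 on the left), and the molars share most with each other (0.736).

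The second comparison asked which regions were open in sorted Sox2-positive cells and not in embryonic ectoderm, and the reverse. The 4 lists merged into 101719 regions, of which 19444 had a peak in all 4 libraries. Regions with a peak in both Sox2-positive libraries and neither ectoderm library numbered 7831, 26.8% of the 29173 regions found in both Sox2-positive libraries. Regions with a peak in both ectoderm libraries and neither Sox2-positive library numbered 23549, 48.5% of the 48530 regions found in both ectoderm libraries. Splits that mixed the groups gave far fewer such regions, 1322 and 638 in total against 31380 for the split by group. The ectoderm-only count depended on list length. With 38973 peaks per library there were 12393 ectoderm-only and 9633 Sox2-positive-only regions, a ratio of 1.29 in place of 3.01, and the mixed splits gave totals of 473 and 632 against 22026. Without Sox2-positive replicate 1 the Sox2-positive-only count was 14564, and without replicate 2 it was 13898. The ectoderm-only count was 25013 without ectoderm replicate 1, where the list of 50792 peaks stood for the group, and 52630 without ectoderm replicate 2, where the list of 82461 peaks did.

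Most regions found only in Sox2-positive cells against ectoderm were also open in whole teeth. Of the 7831 regions, 91.7% had a peak in whole incisor (Wilson 95% interval 91.0 to 92.3) and 96.1% in at least 1 of the 3 whole-tooth libraries (95.6 to 96.5). The latter share was 87.8% of 9633 regions at equal list length. Of the 23549 ectoderm-only regions, 34.6% had a peak in at least 1 whole-tooth library (34.0 to 35.2). The share was 13.2% for whole incisor alone and 32.8% for the molars. With 38973 peaks per library the corresponding shares were 5.11% and 17.0%.

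Both sets of group-only regions lay mostly away from gene ends. The share within 1 kb of a gene end was 2.83% for Sox2-positive-only regions (Wilson 95% interval 2.49 to 3.23) and 7.98% for ectoderm-only regions (7.64 to 8.34), against 51.0% for regions in all 4 libraries (50.2 to 51.7). The difference between the group-only sets was −5.15 percentage points (Newcombe 95% interval −5.64 to −4.63). It was −3.62 points at equal list length by p-value (−4.23 to −3.02), −5.13 points at equal length by peak signal and −0.670 points with windows around the summits, the setting that left least of it.

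The 5 Sox2-positive-only regions that ranked highest by the authors' peak signal in both replicates also had a peak in all 3 whole-tooth libraries. The first was on chromosome 18 at 78237156 to 78239421, inside Slc14a2 and 92.1 kb from its nearer end, with signals of 3474 and 4273 in the replicates. The second was on chromosome 19 at 59541412 to 59542886, between genes and 76.8 kb from Emx2, with signals of 3232 and 3626. The third was on chromosome 2 at 152705614 to 152706774, inside H13 and 2.47 kb from its end. The fourth lay on chromosome 15 at 85668870 to 85672183, 64.4 kb from Ppara, and the fifth on chromosome 18 at 3566294 to 3567673, 50.6 kb from Bambi, both between genes.

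Of the ectoderm-only regions the first by the same rank was on chromosome Y at 90740919 to 90744910, over the predicted gene Gm52481, with signals of 13956 and 7503. Incisor and upper molar also had a peak there. Sox2-positive replicate 2 had no peak anywhere on chromosome Y, and replicate 1 had 10 elsewhere on it. The second was on chromosome 8 at 26807213 to 26809318, between genes and 169 kb from Zfp703, with signals of 6542 and 6342, and had no peak in any whole-tooth library. The third, on chromosome 2 at 33435095 to 33438808, lay 5.63 kb from Zbtb34 and was likewise absent from the whole-tooth lists. The fourth was inside Ccdc88c on chromosome 12 at 101002102 to 101003923 and had a peak in all 3 whole-tooth libraries. The fifth was inside Meis2, 0.761 kb from an end of the gene, on chromosome 2 at 116065491 to 116068060, and had a peak in incisor and lower molar.

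**Figure D2:**
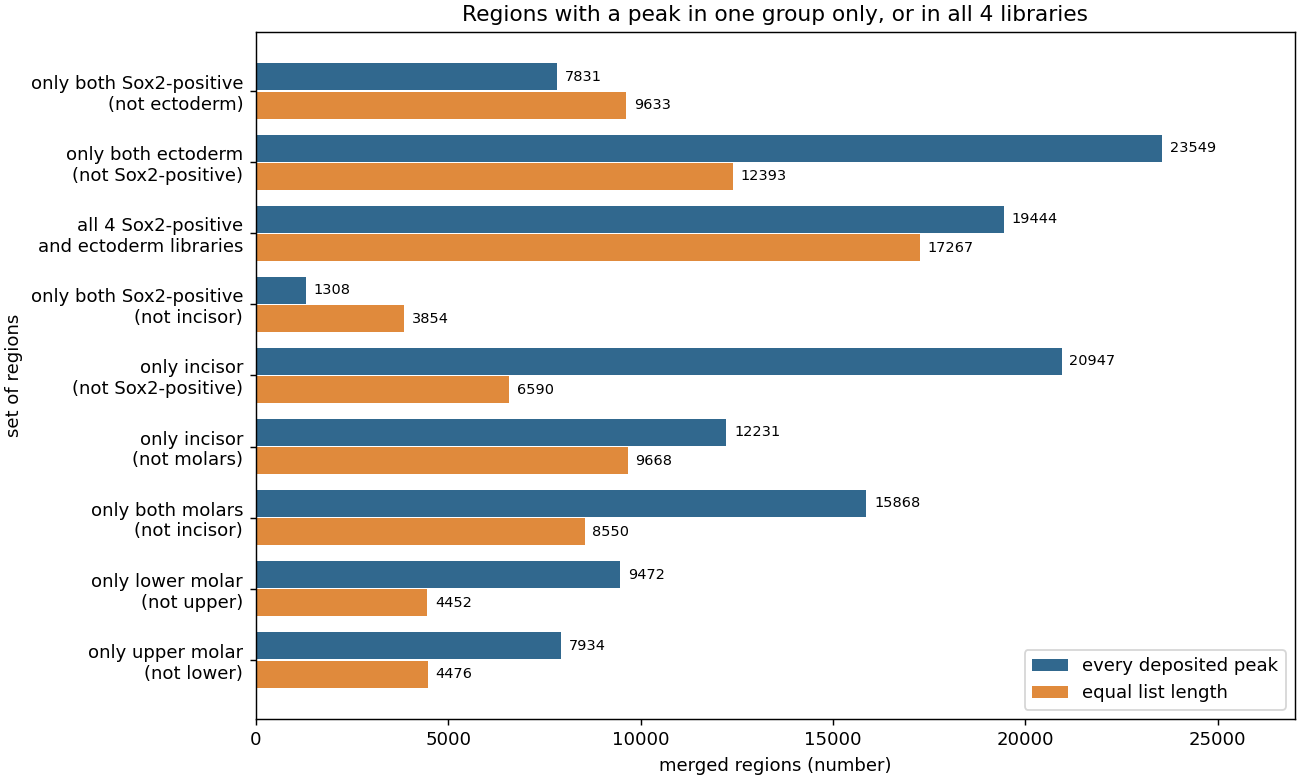
Number of merged regions (horizontal axis) in each set that the comparisons define, with every deposited peak in blue and with 38973 peaks per library in orange. The ectoderm-only count falls from 23549 to 12393 when list lengths are equal, while the Sox2-positive-only count moves from 7831 to 9633.

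For each gene list, the group-only regions assigned to its genes were split into those only in Sox2-positive cells and those only in ectoderm. Over all genes 25.4% of assigned group-only regions were only in Sox2-positive cells (44.8% at equal list length). Of the 10 lists, 2 fell outside the central 95% of random lists and both lay below it. For embryonic facial ectoderm, which includes Fgf8, Pitx1 and Tfap2a, 6 of 57 regions were only in Sox2-positive cells (10.5%, Wilson 95% interval 4.91 to 21.1, percentile 0.54). For general epithelium, which includes Krt5, Krt14, Cdh1 and Grhl2, the share was 8.77% (3.81 to 18.9, percentile 0.255). These shares became 17.1% (percentile 0.11) and 12.2% (below all random lists) at equal list length. With regions assigned only within 25 kb of a gene end, general epithelium was inside the random range, at percentile 13.3.

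The list of dental mesenchyme and odontoblast genes leaned the other way. Its share was 44.1% (percentile 96.0, inside the random range), and 69.0% (percentile 98.1) with equal list lengths by p-value. With equal lengths by peak signal it was inside the random range (percentile 90.2), so leaving the range depended on the ranking. The dental epithelial progenitor list had 19.2% (percentile 14.1) and enamel secretion 34.8% (percentile 83.8). Blood and immune had 50% (percentile 91.4), endothelium 29.4% (percentile 68.3), neural and Schwann 33.3% (percentile 67.9), muscle 25% (percentile 58.6) and Hox 0 of 6 regions (percentile 11.4), all inside the range of random lists. Leaving out Sox2-positive replicate 2 put dental epithelial progenitor below that range (percentile 1.52), and leaving out replicate 1 put blood and immune above it (percentile 98.95). The lists from blood and immune to Hox had between 3 and 17 regions each.

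**Figure D3:**
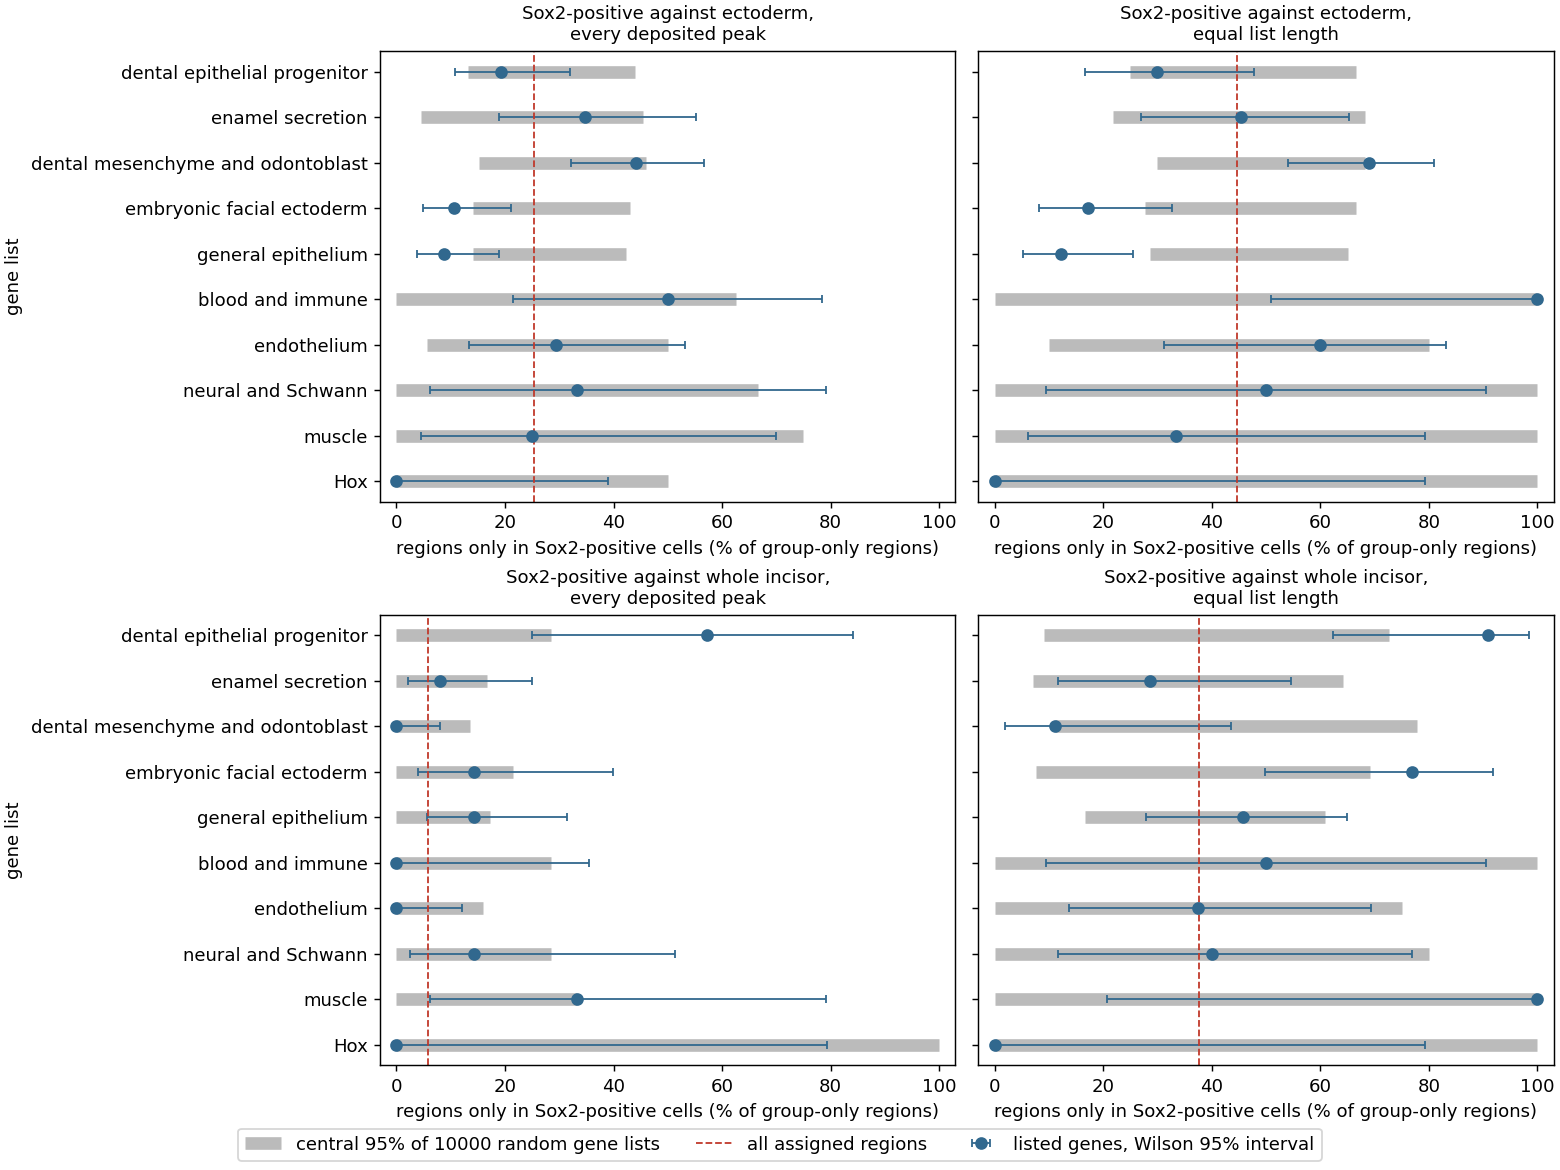
Share of group-only regions assigned to each gene list that were only in Sox2-positive cells (horizontal axis, percent), against ectoderm in the upper panels and against whole incisor in the lower panels. Points with Wilson 95% intervals are the lists, grey bars the central 95% of 10000 random lists, and the dashed line all assigned regions. General epithelium and embryonic facial ectoderm lie left of the grey bar in both upper panels, and dental epithelial progenitor lies right of it in both lower panels.

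The third comparison set the sorted cells against the whole organ they came from. Of the 29365 regions with a peak in both Sox2-positive libraries, 95.5% also had a peak in whole incisor, and 1308 did not. Whole incisor had 20947 regions with a peak in neither Sox2-positive library, 33.6% of its 62420. With 38973 peaks per library the shared part fell to 86.3% and the Sox2-positive-only count rose to 3854, while the incisor-only count fell to 6590. Leaving out Sox2-positive replicate 1 or 2 gave 2864 or 6484 Sox2-positive-only regions.

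Over all genes 5.8% of assigned group-only regions in this comparison were only in Sox2-positive cells (37.7% at equal list length). Dental epithelial progenitor, with Sox2 and Lgr5 among its genes, was the only list outside the random range. It had 4 of 7 regions only in Sox2-positive cells (57.1%, Wilson 95% interval 25 to 84.2, percentile 99.9) and 10 of 11 at equal list length (90.9%, 62.3 to 98.4, percentile 99.9). With the stricter p-value threshold 0 of 3 regions were only in Sox2-positive cells, so the result rests on few regions. Embryonic facial ectoderm had 14.3% (percentile 84.4), and 76.9% at equal list length (percentile 99.5). The percentiles were 94.2 for general epithelium (14.3%), 67.7 for enamel secretion (8%), 76.1 for neural and Schwann (14.3%) and 88.6 for muscle (33.3%). No region was only in Sox2-positive cells among the 44 of the dental mesenchyme and odontoblast list (percentile 5.75), the 28 of endothelium (percentile 12.4), the 7 of blood and immune (percentile 30.2) and the 1 of Hox (percentile 46.1).

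The last comparisons were between tooth types and between jaws, each with 1 library per tooth. Merged regions with a peak in all 3 whole-tooth libraries numbered 43243 of 88499. Incisor alone had 12231 regions, 19.7% of its 61943, and both molars without incisor had 15868, 26.8% of the 59111 regions found in both molars. At equal list length these counts were 9668 and 8550, so which of them was larger depended on list length. Between the molars, 59502 regions were shared, 9472 were in the lower molar only (13.7%) and 7934 in the upper molar only (11.8%). At equal list length the counts were 4452 and 4476. Both lists then hold the same number of peaks, so these counts are close by construction. That setting cannot show whether the jaws differ in the number of open regions.

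Of the 13 loci described here, all named in advance, 4 had a peak within 1 kb of a gene end in every library: Sox2, Krt14, Isl1 and Msx1. At equal list length this held for 3 of them, since the gene-end peak at Sox2 was then found in both ectoderm and both Sox2-positive libraries and in no whole-tooth library. Ambn, which encodes an enamel protein, had a gene-end peak in both Sox2-positive and all 3 whole-tooth libraries and in neither ectoderm library. Dspp, which encodes a dentin protein, had one in whole incisor only, and in no library at equal list length. Tfap2b had one in both ectoderm libraries only, with no peak within 50 kb in either Sox2-positive library or in incisor. Shh had one in both ectoderm and both molar libraries, and none in Sox2-positive cells or incisor. Fgf8 had one in 6 libraries, missing in Sox2-positive replicate 2, and Lhx8 in 6, missing in Sox2-positive replicate 1. With equal list lengths these became 5 and 3 libraries. Barx1 had one in ectoderm replicate 1 and both molars, of which the molars kept theirs at equal list length. Amelx and Trp63 had none in any library. Only the outer ends of a gene were checked, so a peak at a start site inside a gene would not count. Amelx had no peak within 50 kb either, while Trp63 had 23 and 13 peaks within 50 kb in ectoderm, 7 and 2 in Sox2-positive cells, 10 in incisor and 23 in each molar. Both ectoderm libraries had more peaks within 50 kb than both Sox2-positive libraries at 10 of the 13 loci, and at 6 with equal list lengths. The reverse was seen at 0 loci.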

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

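Peaks on contigs that are not placed on a chromosome entered no comparison, and every library had more of them than the 3 that a count of 0 allows. The test given here was chosen after these peaks were seen. Ectoderm had 34 and 44 such peaks, Sox2-positive cells 48 and 44, whole incisor 37, lower molar 40 and upper molar 41. The counts differed little between groups although the lists ran from 39017 to 82461 peaks. Most of these peaks, between 25 and 35 per library, lay on a single contig, of which 85.7% was under a peak in at least 1 library up to the last peak, against 3.24% of the placed chromosomes. Reads shared between repeat copies that the assembly collapses onto one contig are a candidate cause, and would place the same peaks in every library. Of 47 merged regions on unplaced contigs, 19 had a peak in all 7 libraries (40.4%), against 14.3% of 130788 regions on placed chromosomes. The higher share and the dense cover go with shared repeats, but fewer than 50% of the regions were common to all libraries, so on so few regions this cause cannot be told apart from sites that are open in their own right. No biological explanation was tested.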

How the results depend on the processing

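All alternatives summarised here were planned. Direction was kept under all 6 alternatives for the gap in Jaccard index between pairs within and across groups (0.212 to 0.296). The highest value, with 50% cover, came from an index of another kind. It counted peaks that shared at least 50% of both peaks in place of base pairs, so its size cannot be set against the others. The share of regions near a gene end stayed lower in Sox2-positive-only than in ectoderm-only regions under every alternative. Requiring 50% of a region to be covered or using autosomes only moved no count of regions by more than 1.5 times.

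With 38973 peaks per library taken by p-value, there were 12393 ectoderm-only regions, 3854 Sox2-positive-only regions against incisor, 6590 incisor-only regions against Sox2-positive cells and 8550 molar-only regions, with 4452 and 4476 for lower and upper molar alone. Taking the same number by peak signal gave 12618, 3689, 6213, 8115, 4204 and 4217. These changes follow from the construction of the lists, since the longest lost most peaks. The counts of Sox2-positive-only regions against ectoderm (9633 and 9559) and of incisor-only regions against molars (9668 and 8994) stayed within 1.5 times of the full-list values.

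Keeping the 50% of each list with the smallest p-values lowered each count of regions, with fewer peaks entering by construction. It left 2941 Sox2-positive-only and 10479 ectoderm-only regions, 11636 in all 4 libraries, 595 Sox2-positive-only and 10388 incisor-only regions in that comparison, 6896 incisor-only and 8576 molar-only regions, and 4310 and 3495 for lower and upper molar alone. Windows of 200 bp around summits raised the Sox2-positive-only count against incisor to 2408, and the cause was not tested.

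The difference in the share near a gene end was −3.62 points at equal list length by p-value but −5.13 by peak signal, so its fall depended on the ranking. It was −10.8 with the stricter threshold, −7.54 with 50% cover and −0.670 with summit windows. It was −3.55 for a window of 500 bp and −6.68 for 2.5 kb. A narrower or wider window changes the share by construction, and the cause of the other changes was not tested.

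Leaving out one replicate at a time gave 7903 to 14564 Sox2-positive-only and 24904 to 52630 ectoderm-only regions. A single library then stood for its group. The Sox2-positive-only count was 14564 without replicate 1 of that group and 13898 without replicate 2. The ectoderm-only count was 52630 without ectoderm replicate 2, which left the list of 82461 peaks, but 25013 without ectoderm replicate 1, which left the list of 50792. Against incisor the range was 2864 to 6484 Sox2-positive-only regions. The gene-end difference ran from −5.60 to −3.16 points.

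The number of gene lists outside the random range against ectoderm was 2 or 3 in all 12 alternatives. Against incisor it was 2 at equal list length by p-value, 2 by peak signal, 0 with the stricter threshold, 2 with summit windows, and 3 or 1 without Sox2-positive replicate 1 or 2. The dental epithelial progenitor list changed direction against incisor with the stricter threshold, where its share was −5.44 points from that of all genes with 0 of 3 regions. It was above the random range in the other 9 alternatives, and with so few regions left the cause was not tested. Embryonic facial ectoderm was above the range against incisor in 3 of 10 alternatives (percentiles 74.1 to 99.5). General epithelium was above it there in 2 of 10 (78.3 to 99.4). Embryonic facial ectoderm was below the range against ectoderm in all 12 alternatives (percentiles 0.01 to 2.11), and general epithelium in 11 of 12 (0 to 13.3). Dental mesenchyme and odontoblast was above it in 4 of 12 (88.8 to 99.98). Dental epithelial progenitor was below it in 1 of 12, without Sox2-positive replicate 2 (percentile 1.52, −15.0 points from all genes), and blood and immune above it in 1 of 12, without Sox2-positive replicate 1 (98.95). The other 5 lists stayed inside it. Of 217 values for single lists, 173 stayed within their interval and 43 left it, 7 above and 36 below the full-list value. These values are differences from the share of all genes, so a list can leave its interval because that share moved. Against incisor at equal list length, dental mesenchyme and odontoblast counted as below (−26.6 points), although its own share rose to 11.1%. Combinations with no region assigned to a list gave no value.

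No paired analysis was possible because the lists hold no counts and no test was fitted. As a check of pairing, the mean Jaccard index was 0.331 for ectoderm and Sox2-positive libraries with the same replicate number and 0.332 for those with different numbers. The planned motif ratio and its alternatives were not run, since no genome sequence was used here. Read depth is unknown, and whether regions missing from a list were missed for lack of reads could not be tested. The fall from 23549 to 12393 ectoderm-only regions at equal list length shows only that the counts depend on list length.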

Other observations

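The tests of list length, of female animals and of mesenchyme cells in both sorted libraries were chosen after the results they bear on were seen, as were the counts of peaks per gene list and of autosomes, and the other tests were written beforehand.

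The sorted Sox2-positive libraries had about as many peaks within 100 kb of general epithelial genes as whole incisor did, and fewer than ectoderm. With 38973 peaks per library, the peaks assigned to the 15 genes of that list numbered 98 and 83 in ectoderm, 56 and 55 in Sox2-positive cells, 56 in whole incisor, 74 in lower molar and 71 in upper molar. Peaks near the 14 dental mesenchyme and odontoblast genes ran the other way, with 30 and 37 in ectoderm, 56 and 58 in Sox2-positive cells, 61 in incisor, and 40 and 39 in the molars. The dental epithelial progenitor list separated the sorted cells (42 and 50) from whole incisor (32) and lower molar (33). It did not set them clearly apart from upper molar (41), and ectoderm had most (60 and 68). List length does not account for the low epithelial share against ectoderm, which at equal length had a percentile of 0, below all random lists. With every peak the percentile was 0.255, and it was 13.3 when only regions within 25 kb were assigned. Mesenchyme cells carried into both sorted libraries may contribute. The mesenchyme list was at percentile 98.1 against ectoderm at equal length by p-value, at 90.2 at equal length by peak signal and at 96.0 with every peak. It was above the random range in 4 of 12 alternatives, over which its percentile ran from 88.8 to 99.98. The comparison also changes stage and tissue together, so carried-over cells and a difference between embryonic ectoderm and the postnatal epithelium cannot be told apart. At the gene ends themselves, again at equal length, the sorted libraries had a peak for 14 and 13 of the 15 general epithelial genes, ectoderm for 14 in each library, the molars for 13 and 12 and whole incisor for 9 (12 with every peak). For the 14 mesenchyme genes these numbers were 7 and 8 in sorted cells, 4 and 6 in ectoderm, 7 in incisor and 9 and 8 in the molars. With every peak they were 8 and 8 in sorted cells, 8 and 7 in ectoderm and 10 in incisor, so the excess in number depended on list length. Which genes had a peak depended on list length in part. With either list length Ibsp, Pdgfra and Runx2 had one in both sorted and all 3 whole-tooth libraries and in neither ectoderm library. In both ectoderm libraries and neither sorted library there was Pax9 with every peak and Prrx1 at equal length. These genes were picked out after their peaks were seen, and their difference follows stage and tissue as well, so it leaves the explanation open. Within 50 kb of Dspp, which odontoblasts transcribe strongly, there were 0 and 3 peaks in sorted cells, 5 in incisor and 0 in both ectoderm libraries at equal length, against 1 and 3, 12, and 1 and 0 with every peak. Which of the listed genes the sorted cells transcribe was not analysed here.

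Sox2-positive replicate 2 was closer to whole incisor than to its own replicate at equal list length (Jaccard 0.604 against 0.565). Its index with incisor exceeded that of replicate 1 by 0.0726 with lists of the same length, against 0.0512 with every peak. That the excess remained with lists of the same length argues against list length as the cause. It was seen on 19 of 19 autosomes, which are not replicates and do not bear on list length. With the molars and ectoderm the order was reversed at equal length. Replicate 1 had the higher index with lower molar (0.542 against 0.515) and upper molar (0.535 against 0.498). The same held for ectoderm replicate 1 (0.379 against 0.352) and ectoderm replicate 2 (0.385 against 0.354). Other cells in replicate 2 were tested with the marker lists, comparing regions only in replicate 2 with regions only in replicate 1 at equal length. The dental mesenchyme and odontoblast list was at percentile 61.3, blood and immune at 84.9, endothelium at 55.9 and enamel secretion at 54.5, all inside the random range. The blood and immune list had 10 regions and enamel secretion 15, so a modest share of such cells cannot be told apart from none. A difference in dissection or sorting between the replicates stays open and was not tested.

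No peak of Sox2-positive replicate 2 lay on chromosome Y, while replicate 1 had 10 peaks there. Of 4 Y genes checked, replicate 1 had peaks at Eif2s3y, Uty and Ddx3y, and it had none at Xist, the gene that silences 1 X chromosome in females. Replicate 2 had none at these Y genes and a peak at Xist with a signal of 544. Loss of the Y peaks through a shallower list is argued against by autosomal gene-end peaks of like signal in replicate 1, of which 83.5% were found in replicate 2. At that rate the chance of missing all 3 Y gene peaks is 0.00445, if the losses are independent. The values are consistent with only female animals in replicate 2, a hypothesis formed from the same peaks. Upper molar had a peak at Xist and none at the Y genes, and the other 4 libraries had both. Sex alone does not account for the leading ectoderm-only region, on chromosome Y. Replicate 1 had other Y peaks and none there, and upper molar, with no peak at the Y genes, had one. Counts on autosomes alone, 7774 Sox2-positive-only and 23127 ectoderm-only regions, were close to those on all chromosomes.

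More regions were only in ectoderm than only in Sox2-positive cells, by a ratio of 3.01 with every peak and 1.29 at equal list length (1.32 with equal length by peak signal). Lists of the same length bring these counts closer by construction. The fall therefore cannot show how much of the excess came from list length. The excess left at equal length cannot be assigned either. The ectoderm replicates also resembled each other more (Jaccard 0.717 against 0.565 at equal length), and replicates that share more peaks yield more regions found in both. That difference in resemblance and a true excess in ectoderm cannot be told apart here.

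The 2 molar libraries, from different jaws, were more alike than either pair of replicates. Their Jaccard index exceeded that of the closer replicate pair by 0.0960 with every peak, by 0.0325 at equal list length and by 0.0240 with equal length by peak signal. The fall suggests that list length made up much of the excess. The remainder at equal length argues against list length as the whole cause. It was seen on 19 of 19 autosomes, which are not replicates and do not bear on list length. Whether the molar libraries were prepared together is not given by the labels, and no biological explanation was tested.

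Regions with a peak in both Sox2-positive libraries and in none of the other 5 libraries were counted after the data had been seen. There were 306 of them among 130788 merged regions, and 1176 among 78963 at equal list length.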
